A study of Mus musculus with 48 samples. Its data were reported in "Mast cells link immune sensing to antigen-avoidance behaviour" (2023).

How the data were processed

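Whole stomach RNA of 48 mice was sequenced by the authors with a stranded, paired-end protocol (TruSeq Stranded RNA kit per the labels). The authors aligned the reads to GRCm38 with STAR and counted them per gene with featureCounts of Subread 1.5.1. The deposited table holds raw read counts per gene by Ensembl identifier, without symbols. The strand setting of the counting is not given. The table lists 21379 genes, each with a count above 0 in at least 8 libraries, a filter that the sources do not state. The authors compared challenged with unchallenged immunised mice of the same genotype with DESeq2. Symbols, coordinates and transcript lengths were taken from an annotation of GRCm38, which named 21354 of the identifiers, and GC content and length were matched for 99.9% of the genes.

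The comparisons, gene lists, rule for naming genes and alternatives were chosen before the data were examined, except where stated. Each library's genotype, treatment, day and sex came from its label. The labels give no animal identity and no pairing, so that p-values measure the spread between samples. Cpa3 was read first in each library as a check of genotype, and Xist and Ddx3y as a check of sex. Of 51 pairs of libraries within a group 0 were identical.

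Counts were scaled by trimmed mean of M values (TMM), and genes with low counts were removed with filterByExpr, which left 17470 genes. Quasi-likelihood models of edgeR 4.0.16 were fitted to all 48 libraries with 1 mean for each of the 16 groups, in R 4.3.3. Each challenged group was compared with day 0 of its genotype. Gavage was compared with bottle within each genotype as the mean of days 7, 11 and 16. The difference of the WT and Cre responses was tested as an interaction, for gavage and for bottle. Cre was compared with WT in unchallenged mice, and day 0 with naive mice. Genes were called at an FDR of 0.05 (Benjamini-Hochberg over all genes tested), and adjusted p-values of genes are those of edgeR unless DESeq2 1.42.0 is named. Fold changes are given on the log2 scale. Standard errors are the size of the log2 fold change over the square root of the F statistic. CPM values are scaled by TMM, with SD over libraries. Where every day 0 library had no count, a fold is given only as a bound against a floor of 3 counts over the group.

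The 42 gene lists held 655 symbols, of which 629 were in the table. They were written from knowledge of cell types and gene programmes, 1 from the hallmark collection and 1 from the genes that the study's text picks out. The study's text picks out 9 genes, of which the annotation names 8 and has no entry for Itnr, so that the list holds 8. That last list was chosen by the study from these libraries, and Mcpt1 and Mcpt4 of the mast cell list, Sprr2a3 and Reg3g of the mucosal defence list and Has1, Adamts4 and Apold1 of the remodelling list are among those genes. Lists were tested on log CPM with camera of limma 3.58.1, at a preset correlation of 0.01 between genes and again with the correlation estimated for each list, with p-values adjusted over the lists within a comparison. The genes of a list past the FDR were counted over all genes and also with p-values adjusted over the list alone.

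Genes were named by rule. In every comparison up to 4 members with the smallest p were taken from each list described, in either direction, and for the mast cell list every member that passed the count filter. In WT mice for gavage or bottle against day 0 and for gavage against bottle, and between genotypes, up to 10 genes with the highest and 10 with the lowest log2 fold change were taken among those past the FDR with a mean of at least 1 CPM in 1 of the groups and, in comparisons of single groups, no overlap in CPM. The study's 8 genes were named in WT mice. Immunoglobulin and T cell receptor segments, predicted genes and genes without a symbol were left out of the ranking by fold change, as were Y-linked genes and Xist. Where a count was small, genes outside the rule are said to be chosen after their values were seen.

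The alternatives chosen in advance were DESeq2 size factors (RLE) in edgeR, no filter on low counts, DESeq2 in place of edgeR, sex as a covariate, sex with the run of library numbers, only the groups compared, and leaving out each library in turn. The titles number the libraries in 5 runs whose meaning the labels do not give. Alternatives chosen after the data were seen were leaving out the libraries at odds with their labels, leaving out those with more than 5% of counts in small noncoding RNA, removing each library's trend with GC content and transcript length (splines of 5 degrees of freedom), and the naive Cre libraries in place of Cre day 0. So were the tests of gene lists without single libraries, the bounds for genes without counts and the check for intestinal transcripts.

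The steps were tested on simulated data made from these libraries with 200 changed genes. At a 4-fold change 74.5% were found in WT gavage day 7 against day 0, 70.5% at day 11 and 67.5% in Cre gavage day 7 against day 0, and at a 2-fold change 23.5%, 9% and 8.5%. With a simulated GC trend added there were 3408 false calls, and 12 with the trend removed, while the share of 4-fold changes found went from 76% to 61.5%. Apart from that GC trend, the simulated counts varied independently between genes, without the variation that real libraries share across genes. The shares found can therefore be higher than for real changes. The numbers of libraries also limit what a count of 0 can show in the bottle and genotype comparisons.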

Results

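RNA was sequenced from whole stomachs, freed of fat, of wild-type mice (Cpa3+/+, called WT) and of mice with Cre recombinase inserted into the gene of the mast cell protease carboxypeptidase A3 (Cpa3Cre/+, called Cre), a line the study describes as deficient in mast cells. The 48 libraries fell into 16 groups. Naive mice were untreated, with 2 WT and 3 Cre libraries. All other mice were immunised on days 0 and 14 with 25 µg ovalbumin in 2 mg alum, an adjuvant that favours type 2 immunity. Immunised mice that had no ovalbumin by mouth, labelled day 0, gave 3 WT and 2 Cre libraries. The challenged mice were given ovalbumin by mouth from day 21, for 7, 11 or 16 days, in 1 of 2 ways. In the bottle groups the mice chose between water and a sweetened egg white solution, which contains ovalbumin, and in the gavage groups they received 50 mg ovalbumin by tube at each of 4, 6 or 8 gavages. The WT bottle groups held 4 libraries each, the WT gavage groups 3, 2 and 3 at days 7, 11 and 16, and the 6 challenged Cre groups 3 each. The labels name 27 female and 21 male mice, with females alone at WT naive, WT day 0 and WT gavage day 7 and males alone at Cre gavage day 7.

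Total counts ran from 2840677 in WT gavage day 11 replicate 2 to 22169722 in WT bottle day 11 replicate 2. A single count therefore stood for 0.35 CPM in the smallest library and 0.045 CPM in the largest, where CPM are counts scaled to a common library size. In WT mice the totals were 5059015 to 14217896 (naive) and 13685579 to 15726706 (day 0). They were 4395537 to 13404633, 9373254 to 22169722 and 5019040 to 16550687 (bottle, days 7, 11 and 16), and 8537646 to 14045294, 2840677 to 7610785 and 3241826 to 9923148 (gavage, the same days). In Cre mice they were 11065051 to 13953077 (naive) and 8834860 to 14899748 (day 0). They were 8115592 to 8985680, 8741257 to 15989605 and 13356831 to 21382280 (bottle, days 7, 11 and 16), and 11452673 to 18181401, 7986922 to 12083624 and 7972523 to 16622210 (gavage, the same days).

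Cpa3, the gene that carries the insertion (ENSMUSG00000001865; GRCm38 chromosome 3, 20215620 to 20242181), was read first as a check of the genotype labels. In WT mice it stood at 8.14 and 1.04 CPM in the naive libraries and at 4.61, 5.73 and 3.85 CPM at day 0. The WT bottle libraries held 14.5, 12.1, 39.4 and 8.95 CPM at day 7, 9.97, 10, 16.7 and 5.1 CPM at day 11, and 17.1, 10.4, 4.69 and 6.52 CPM at day 16. The WT gavage libraries held 29.6, 55.2 and 77.9 CPM at day 7, 45.8 and 98.3 CPM at day 11, and 104, 165 and 29.4 CPM at day 16. The Cre libraries held 2.79, 0.28 and 0.461 CPM (naive), 0.605 and 0.294 CPM (day 0), 1.52, 1.91 and 0.582 CPM (bottle day 7), 1.35, 1.46 and 2.09 CPM (bottle day 16), 1.16, 2.89 and 1.56 CPM (gavage day 7), 2.27, 1.54 and 0.853 CPM (gavage day 11) and 1.88, 0.752 and 1.82 CPM (gavage day 16). At bottle day 11 replicates 2 and 3 of the Cre mice held 0.763 and 1.35 CPM, whereas the library labelled Cre bottle day 11 replicate 1 held 180 counts of Cpa3, or 15.2 CPM. The library labelled WT naive replicate 2, with 1.04 CPM of Cpa3 and 0.207 CPM of Mcpt4, lay within the range of Cpa3 in the other Cre libraries (0.28 to 2.89 CPM) and below that of the other WT libraries (3.85 CPM or more). Sex was read from Xist, the RNA of the inactive X chromosome, and from the Y-linked gene Ddx3y. Xist lay between 0.267 and 17.9 CPM and Ddx3y between 8.93 and 31.3 CPM in all 21 libraries labelled male. In 26 of the 27 libraries labelled female Xist lay between 76.8 and 284 CPM and Ddx3y between 0 and 3.97 CPM. WT naive replicate 2 held 4.97 and 16.4 CPM.

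**Figure D1:**
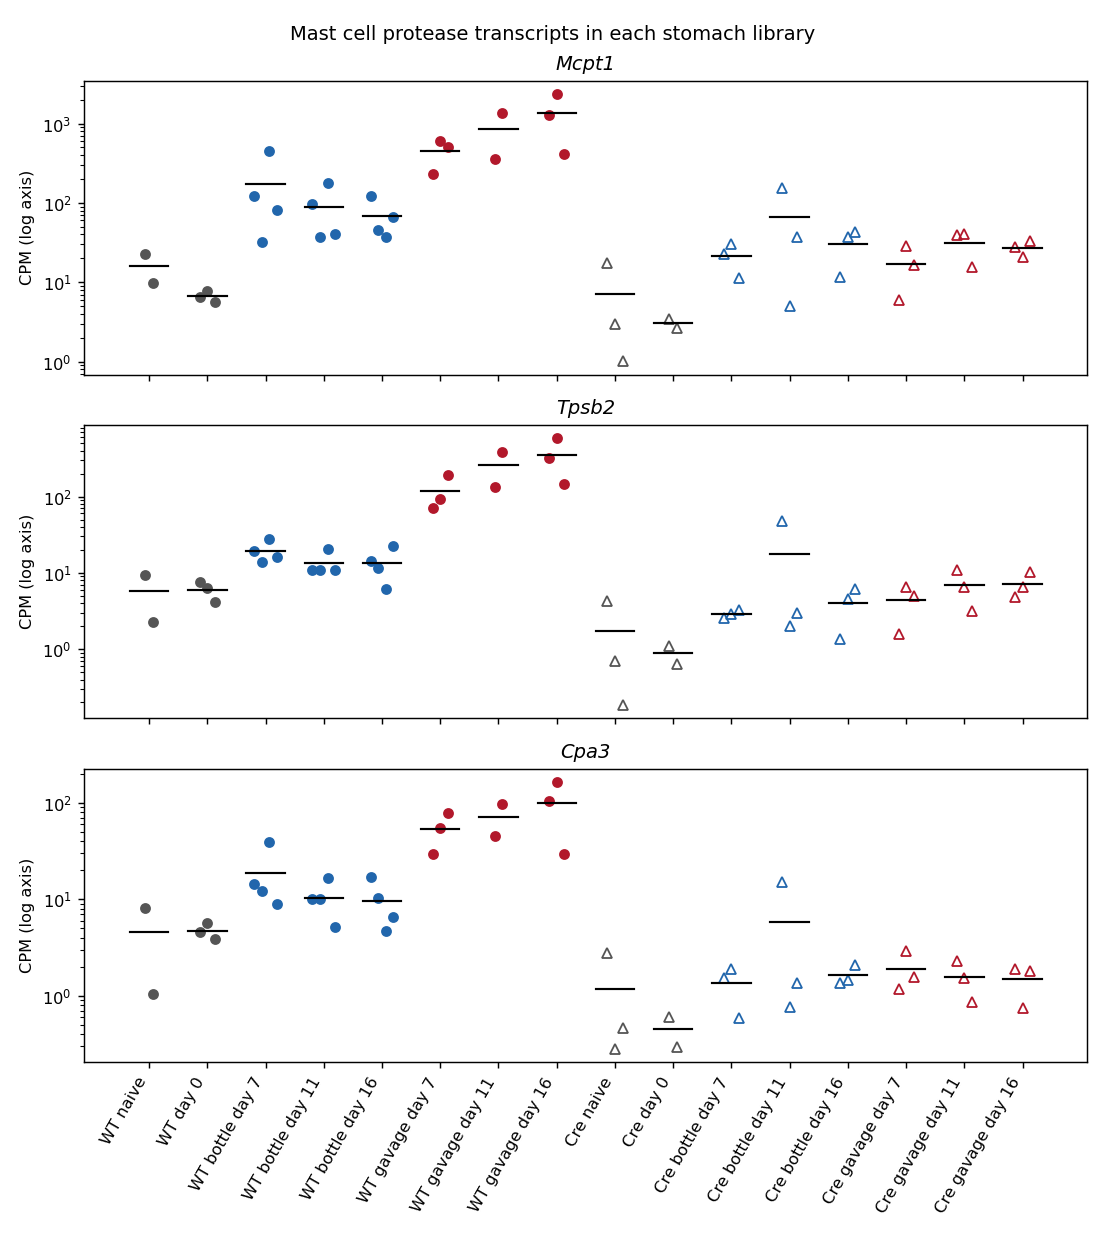
CPM (log axis) of Mcpt1, Tpsb2 and Cpa3 in each of the 48 libraries, by group, with WT mice as filled circles, Cre mice as open triangles, unchallenged mice in grey, bottle in blue and gavage in red; a line marks each group mean. Mean Mcpt1 was 6.63 CPM at WT day 0 and 449, 849 and 1340 CPM after 7, 11 and 16 days of gavage in WT mice, against 17.2, 31.6 and 27.1 CPM in gavaged Cre mice.

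The first comparison asked what gavage with ovalbumin, which the mouse cannot avoid, changes in the stomach of immunised WT mice. By the labels the last gavage fell on the last day of each challenge. No group had a gavage without ovalbumin, so that the antigen and the procedure cannot be told apart. After 7 days of gavage, transcripts of mast cells, of type 2 immunity and of the immediate early response rose over day 0. Mcpt1, a chymase of mucosal mast cells (ENSMUSG00000022227; chromosome 14, 56017971 to 56020384), rose from 6.63 ± 1.03 CPM (SD, n = 3) to 449 ± 196 CPM (n = 3), a log2 fold change of 6.08 ± 1.08 (SE; adjusted p = 0.000976). Chil4, a chitinase-like protein of type 2 inflammation (ENSMUSG00000063779; chromosome 3, 106201490 to 106219507), rose from 8.44 ± 2.04 to 1080 ± 305 CPM (log2 fold change 6.99 ± 1.38, adjusted p = 0.00278). Bhlha15, or MIST1, a transcription factor of the enzyme-secreting chief cells (ENSMUSG00000052271; chromosome 5, 144190286 to 144194441), fell from 70.3 ± 10.9 to 24 ± 9.35 CPM (log2 fold change -1.55 ± 0.29, adjusted p = 0.00186). Below, a number given for a gene without a unit is a log2 fold change. edgeR called 198 genes higher and 25 lower among 17470 tested, and 173 and 20 of them differed at least 2-fold. For every gene named for the size of its change in the gavage comparisons with day 0, each gavaged library lay above, or each lay below, all day 0 libraries. Such a separation arises by chance for 10% of genes with 3 libraries against 3 and for 20% with 2 against 3.

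Of the 20 mast cell genes tested at day 7 of gavage, 13 rose and 0 fell, and 15 rose when adjusted over the list alone (camera, adjusted p = 5.9e-26, and adjusted p = 0.0014 with an estimated correlation). Beside Mcpt1 these were the chymases Mcpt2 (log2 fold change 5.04), Cma1 (4.2) and Mcpt4 (2.95), the tryptases Tpsab1 (4.8) and Tpsb2 (4.32), Cpa3 (3.52), the IgE receptor chains Fcer1a (4.08) and Ms4a2 (2.18), the interleukin-33 receptor Il1rl1 (3.35), the transcription factor Gata2 (2.65) and the transporter Slc45a3 (0.87). Mcpt9 rose from 0.0183 ± 0.0317 to 0.673 ± 0.294 CPM (adjusted p = 0.0377). Cma2, Tpsg1, Mrgprb1, Mrgprb2, Hpgds, Rab27b and Kit did not pass, and Kit, which interstitial cells of the gut wall also express, had a log2 fold change of -0.45 ± 0.31. The genes tested of the basophil list, Il4 and Cd200r3, both rose (adjusted p = 0.000583 with an estimated correlation). That list also names Mcpt8 and Prss34, which were not among the genes tested, and Il4 is in the type 2 list as well. A pass of this list therefore does not single out basophils, here or in the comparisons below. Il4 had no count at day 0 and stood at 1.06 ± 0.757 CPM after gavage, at least 16.5-fold higher against a floor of 3 counts over the day 0 group (0.0644 CPM). By the same bound Ccl1, a chemokine that draws type 2 cells, was at least 28.3-fold higher, at 1.82 ± 1.27 CPM. These floors cover counting error only. Of 18 type 2 genes 5 rose (10 adjusted over the list alone, camera, adjusted p = 4.57e-15, and adjusted p = 0.00103 with an estimated correlation). They included Areg, an epidermal growth factor receptor ligand (2.69 ± 0.32, adjusted p = 1.61e-06), the cytokine signalling inhibitor Socs3 (2.52), Il13 (0.0242 ± 0.0419 to 3.21 ± 1.38 CPM, adjusted p = 0.00367), Il4 and Chil4.

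Immediate early genes, which cells transcribe within minutes of a stimulus, moved together at day 7 of gavage. Of 22 members 13 rose and 0 fell (20 adjusted over the list alone, camera, adjusted p = 1.22e-43, and adjusted p = 1.69e-06 with an estimated correlation), with Zfp36 (2.98 ± 0.34, adjusted p = 9.46e-07), Btg2 (2.33), Atf3 (3.59) and Klf6 (1.69) at the head. Among 28 chemokines 7 rose (14 adjusted over the list alone, camera, adjusted p = 1.42e-09, and adjusted p = 0.0555 with an estimated correlation). They included Ccl3 (4.58), Ccl4 (0.0823 ± 0.0726 to 4.85 ± 3.23 CPM) and Cxcl2 (0.0229 ± 0.0396 to 1.23 ± 0.619 CPM). Of 10 inflammatory cytokines Osm (4.73) and Il6 (0.0412 ± 0.0363 to 2.64 ± 1.11 CPM, adjusted p = 0.0134) rose (6 adjusted over the list alone, adjusted p = 0.0133 with an estimated correlation). Gzmb, a granule protease of cytotoxic cells, rose from 0.112 ± 0.05 to 4.39 ± 1.77 CPM. Of 18 mucosal defence genes 4 rose (11 adjusted over the list alone, adjusted p = 0.00612 with an estimated correlation): the lectin Itln1 (1.47 ± 1.17 to 117 ± 103 CPM), the epithelial protein Sprr2a3 (3.51), the antimicrobial lectin Reg3g (3.69) and Pigr, which carries IgA across the epithelium (1.77). Of 16 remodelling genes 5 rose (11 adjusted over the list alone, adjusted p = 0.00266 with an estimated correlation), with the protease Adamts1 (2.69), the endothelial gene Apold1 (3.61) and the urokinase receptor Plaur (1.99). Of 12 clock genes Per1 (2.37), Ciart (2.96), Dbp (2.13) and Tef (1.09) rose (9 higher and 2 lower adjusted over the list alone, adjusted p = 0.00904 with an estimated correlation). Per1 was also the member that rose among 9 glucocorticoid response genes (6 adjusted over the list alone, adjusted p = 0.000227 with an estimated correlation).

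Of 6 chief cell genes Bhlha15 alone fell (2 adjusted over the list alone, adjusted p = 0.0555 with an estimated correlation), and Gif, the gastric intrinsic factor, had a log2 fold change of -1.0 ± 0.33 (adjusted p = 0.167). The 4 mucous neck cell genes did not pass over all genes but all did adjusted over the list alone (adjusted p = 0.0314 with an estimated correlation). Muc6, a mucin of gland mucous cells, was at 1.76 ± 0.51. The other genes that fell most were Tnfsf10, the death ligand TRAIL (-2.33 ± 0.5), the oestrogen-sensitive receptor Gper1 (-1.81 ± 0.33, adjusted p = 0.00127), Slitrk3 (-1.78), Plscr2 (-1.74), the zinc finger genes Zfp108 (-1.7) and Zfp128 (-1.61), Edaradd (-1.53), Spata33 (-1.51) and Sostdc1, an inhibitor of bone morphogenetic proteins (-1.43). Of 8 genes that the study's text picks out and the annotation names, 6 rose (8 adjusted over the list alone), namely Mcpt1, Mcpt4, Sprr2a3, Reg3g, Apold1 and Adamts4. Tph1, which makes the precursor of serotonin (2.53 ± 0.68, adjusted p = 0.0503), and the hyaluronan synthase Has1 (2.42 ± 0.79, adjusted p = 0.161) did not pass. The study chose these 8 on the same samples, so their count is not independent evidence. The day 7 count fell from 223 genes to 107, 115 and 109 without day 0 replicates 1, 2 and 3, and to 130 and 135 without gavage replicates 2 and 3.

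After 11 days of gavage the mast cell and type 2 transcripts again stood above day 0 in WT mice, in a group of 2 libraries. Tpsab1, a mast cell tryptase (ENSMUSG00000024173; chromosome 17, 25343245 to 25345562), rose from 6.51 ± 1.03 to 344 ± 202 CPM (n = 2; log2 fold change 5.72 ± 0.91, adjusted p = 0.00109), and Mcpt1 reached 849 ± 694 CPM. Itln1 (ENSMUSG00000038209; chromosome 1, 171518122 to 171535294) reached 364 ± 461 CPM (7.98 ± 1.35, adjusted p = 0.00136), with 37.8 CPM in replicate 1 and 690 CPM in replicate 2, and without replicate 2 it was at 4.76 (adjusted p = 0.108). Muc6 rose from 258 ± 40.4 to 1220 ± 260 CPM (2.25 ± 0.56, adjusted p = 0.0304). edgeR called 187 genes higher and 49 lower, 178 and 42 of them at least 2-fold. Of 20 mast cell genes 12 rose and 0 fell (13 adjusted over the list alone, camera, adjusted p = 8e-17, and adjusted p = 0.0192 with an estimated correlation): Mcpt1 (7), Mcpt2 (5.73), Tpsab1, Tpsb2 (5.42), Gata2 (3.11), Il1rl1 (3.87), Fcer1a (5.2), Cma1 (4.74), Cpa3 (3.92), Ms4a2 (2.84), Mcpt4 (3.56) and Mcpt9, which reached 1.73 ± 0.57 CPM. Cma2, Tpsg1, Mrgprb1, Mrgprb2, Hpgds, Rab27b, Slc45a3 and Kit did not pass. Cd200r3 (3.93) and Il4, at least 18.3-fold higher at 1.18 ± 0.376 CPM, rose again (adjusted p = 0.0192 with an estimated correlation), as did Ccl1, at least 23.1-fold higher. Of 18 type 2 genes 4 rose (9 adjusted over the list alone, adjusted p = 0.0264 with an estimated correlation), which were Areg (1.9), Chil4 (6.37), Il4 and Socs3 (2.1). Of 22 immediate early genes 5 rose (16 adjusted over the list alone, adjusted p = 0.0192 with an estimated correlation). They included Ier3 (1.84), Btg2 (1.43), Fosl1 (2.75) and Atf3 (2.19). Of 18 mucosal defence genes 7 rose (11 adjusted over the list alone, adjusted p = 0.0229 with an estimated correlation), with Sprr2a3 (4.41), Reg3g (4.92) and Duoxa2, a maturation factor of a hydrogen peroxide producing oxidase (3.9), beside Itln1. Muc6 was the 1 of 4 neck cell genes that rose (4 adjusted over the list alone, adjusted p = 0.0264 with an estimated correlation).

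Among the highest genes at day 11 of gavage, Gzmb rose from 0.112 ± 0.05 to 9.5 ± 3.1 CPM, Prap1 from 0.137 ± 0.0814 to 47.6 ± 62.5 CPM (8.42 ± 1.47, adjusted p = 0.00162) and Tm4sf20 from 0.0242 ± 0.0419 to 6.06 ± 8.13 CPM (adjusted p = 0.0083). Prap1 and Tm4sf20 are small intestinal genes, and replicate 1 of this group had the highest mean of the small intestinal enterocyte list of all 48 libraries (log2 CPM 5.54, median 3.59), with 91.8 CPM of Prap1 against 3.35 CPM in replicate 2. The lowest were Cntnap5a (1.42 ± 0.0393 to 0.0602 ± 0.0852 CPM), the neurotrophin Ntf3 (log2 fold change -2.86 ± 0.67), Zfp40 (-2.63), the histone deacetylase Hdac9 (-2.21), Zfp438 (-2.14), Rab11fip2 (-2.08), Hspa12a (-2.08), Creg2 (-1.9), Stxbp4 (-1.81) and Gucy1a1, a subunit of the nitric oxide receptor (-1.79). Of the 8 genes the study's text picks out, 6 rose (7 adjusted over the list alone), Tph1 (3.07 ± 0.73) among them, and Apold1 (1.99 ± 0.66, adjusted p = 0.111) and Has1 (1.44 ± 1.0) did not pass. The count of 236 genes became 35 without gavage replicate 2 and 406 without replicate 1, and 80, 85 and 92 without day 0 replicates 1, 2 and 3.

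After 16 days of gavage the WT stomach differed from day 0 in 1688 genes that rose and 1317 that fell, 1225 and 784 of them at least 2-fold. Mast cell proteases and epithelial defence genes rose. Antibody genes rose and genes of acid-secreting parietal cells and of chief cells fell, although these 3 lists did not pass with an estimated correlation (adjusted p = 0.117 each). Mcpt1 reached 1340 ± 961 CPM (log2 fold change 7.66 ± 1.15, adjusted p = 1.9e-05) and Chil4 3490 ± 2820 CPM (8.69 ± 1.48, adjusted p = 9.95e-05). Igha, the constant region of IgA (ENSMUSG00000095079; chromosome 12, 113254830 to 113260236), rose from 4.37 ± 0.429 to 353 ± 186 CPM (6.34 ± 0.86, adjusted p = 4.31e-06). Atp4a, the catalytic subunit of the gastric proton pump (ENSMUSG00000005553; chromosome 7, 30712209 to 30725534), fell from 4730 ± 627 to 2380 ± 884 CPM (-0.99 ± 0.25, adjusted p = 0.00594). Of 20 mast cell genes 17 rose and 1 fell (17 and 2 adjusted over the list alone, camera, adjusted p = 1.54e-15, and adjusted p = 0.0182 with an estimated correlation). Gata2 (3.66), Il1rl1 (4.77), Tpsab1 (6.32), Tpsb2 (5.86), Mcpt2 (6.03), Fcer1a (5.56), Cma1 (5.25), Cma2 (6.02), Cpa3 (4.4), Mcpt4 (4.4), Ms4a2 (2.48), Mrgprb2 (3.63), Tpsg1 (2.67), Hpgds (1.24), Slc45a3 (1.02) and Mcpt9, at 3.38 ± 3.48 CPM, rose beside Mcpt1. Rab27b, a secretory GTPase, fell (-0.88 ± 0.3, adjusted p = 0.0392), and Mrgprb1 (1.12 ± 0.84) and Kit (-0.67 ± 0.32) did not pass. Il4 was at least 35.4-fold higher, Ccl1 at least 48.4-fold, Il10 at least 32.8-fold and the matrix protease Mmp10 at least 31.2-fold, and Cd200r3 rose by a log2 fold change of 4.6 (basophil list, adjusted p = 0.0135 with an estimated correlation).

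Of 11 immunoglobulin constant genes 8 rose at day 16 (8 adjusted over the list alone, camera, adjusted p = 1.08e-06, and adjusted p = 0.117 with an estimated correlation), with Ighg2b (6.53), Igkc (5.58) and Ighe, the constant region of IgE (5.03), beside Igha. Of 18 type 2 genes 12 rose (14 adjusted over the list alone, adjusted p = 0.0135 with an estimated correlation). They included Areg (2.92 ± 0.33, adjusted p = 2.42e-07) and Socs3 (3.08). Il13 reached 4.73 ± 4.58 CPM and Il6 7.25 ± 6.98 CPM. Of 28 chemokines 16 rose and 1 fell (16 and 1 adjusted over the list alone, adjusted p = 0.128 with an estimated correlation), with Cxcl16 (1.39), Ccl3 (4.14) and Ccl4, at 6.33 ± 5.5 CPM. Of 10 cytokines 6 rose (7 higher and 1 lower adjusted over the list alone, adjusted p = 0.0364 with an estimated correlation). They included Osm (5.95) and Il11 (3.38). Gzmb reached 29.8 ± 15.3 CPM (7.98 ± 1.05, adjusted p = 2.57e-06). Of 22 immediate early genes 18 rose (18 adjusted over the list alone, adjusted p = 0.00867 with an estimated correlation). They included Ier3 (2.8), Btg2 (2.41), Zfp36 (2.65) and Fosl1 (3.66). Of 18 mucosal defence genes 12 rose (13 adjusted over the list alone, adjusted p = 0.0135 with an estimated correlation), with Gsdmc2 (3.54), Pigr (3.46), Sprr2a3 (5.23), Reg3g (6.18) and Itln1, at 478 ± 172 CPM. Of 16 remodelling genes 11 rose (12 higher and 1 lower adjusted over the list alone, adjusted p = 0.0266 with an estimated correlation), with Plaur (3.25 ± 0.38, adjusted p = 2.91e-07) and Adamts4 (3.3). Of 10 antigen presentation genes of class II 7 rose (9 adjusted over the list alone, camera, adjusted p = 0.00165, and adjusted p = 0.319 with an estimated correlation). They included H2-DMb1 (2.36), H2-Ab1 (1.61), H2-Eb1 (1.6) and H2-DMa (1.31).

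Of 9 parietal cell genes 7 fell at day 16 of gavage (9 adjusted over the list alone, camera, adjusted p = 2.43e-06, and adjusted p = 0.117 with an estimated correlation), with the potassium channels Kcnj15 (-1.29) and Kcnj16 (-1.44) and the proton pump subunit Atp4b (-1.01) beside Atp4a. Of 6 chief cell genes Bhlha15 (-2.3 ± 0.31, adjusted p = 3.12e-06), Gif (-1.79) and the pepsinogen gene Pgc (-1.06) fell (5 adjusted over the list alone, adjusted p = 0.117 with an estimated correlation), and Chia1 had a log2 fold change of -1.44 ± 0.53 (adjusted p = 0.0534). All 4 neck cell genes, Muc6 (2.26), Aqp5 (2.63), Tff2 (1.75) and Gkn3 (2.67), rose (4 adjusted over the list alone, adjusted p = 0.0822 with an estimated correlation). Of 10 genes of monoamines and Gdf15, Tph1 rose (3.71 ± 0.7, adjusted p = 0.000415), and Hrh2, the histamine receptor that drives acid secretion (-1.66), and the monoamine oxidases Maoa (-1.49) and Maob (-1.11) fell (1 higher and 5 lower adjusted over the list alone, camera, adjusted p = 0.117). The squamous forestomach genes Krt4 (-1.97), Sbsn (-1.96) and Ivl (-2.14) fell, 3 of 10 in that list (3 adjusted over the list alone, camera, adjusted p = 0.0469, and adjusted p = 0.579 with an estimated correlation). Dsc1 (-4.01), Scel (-3.87) and Lipn (-3.73), which cornified epithelia express, were among the genes that fell most, with the calcium channel Trpv6 (-3.83), the glycosyltransferase B4galnt2 (-3.65), the nucleotide receptor P2ry4 (-3.8), Adgrf2 (-4.92), Aadacl3 (1.63 ± 0.98 to 0.0383 ± 0.0664 CPM), Ranbp3l (1.13 ± 0.393 to 0.0318 ± 0.0551 CPM) and Ugt1a6b (1.01 ± 0.206 to 0.0852 ± 0.148 CPM). All 8 genes of the study's text rose (8 adjusted over the list alone), Apold1 (2.77) and Has1 (3.63) included. These gavaged mice were not used for the choice, but day 0 libraries were. The count of 3005 genes was 1423 and 1612 without day 0 replicates 1 and 2 and 1047 without gavage replicate 2.

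The bottle groups asked what changes in mice that may avoid the antigen, as the study reports WT mice to do while still drinking small amounts. No gene passed the test at any of the 3 times in WT mice. Mcpt1 stood at 172 ± 190, 88.7 ± 66.8 and 67.5 ± 38.1 CPM (n = 4 each) after 7, 11 and 16 days, against 6.63 ± 1.03 CPM at day 0, with log2 fold changes of 4.69 ± 1.0 (adjusted p = 0.0839), 3.74 ± 0.95 (adjusted p = 1) and 3.35 ± 0.93 (adjusted p = 1). Mcpt2 stood at 97 ± 110, 43.8 ± 26.1 and 39.1 ± 20 CPM against 8.42 ± 1.01 CPM. Day 7 replicate 3 held 451 CPM of Mcpt1 and 260 CPM of Mcpt2, and the other 3 libraries 32.1 to 123 and 25.9 to 64 CPM. Without it the log2 fold changes at day 7 were 3.56 for Mcpt1 (adjusted p = 0.11) and 2.32 for Mcpt2 (adjusted p = 0.554). edgeR called 0 genes at each time, with 335, 330 and 180 genes at an unadjusted p under 0.05, and DESeq2 called 4, 0 and 0. Mcpt1 (adjusted p = 0.000112) and Mcpt2 (adjusted p = 0.0118) passed in DESeq2 at day 7. Adjusted over the list alone, 12, 2 and 3 of 20 mast cell genes were higher and 0 were lower (camera, adjusted p = 1.25e-18, 3.95e-07 and 2.17e-10, and adjusted p = 0.038, 0.221 and 0.164 with an estimated correlation). At day 7 these included Mcpt1, Mcpt2, Tpsab1 (2.59 ± 0.76), Il1rl1 (2.06 ± 0.61) and Fcer1a (2.89 ± 0.87).

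Other lists passed at the preset correlation in single bottle groups of WT mice, each with 0 genes past the test over all genes, and of these the unfolded protein response list and that of the study's 8 genes passed with an estimated correlation, each on 1 day. At day 7 the mucosal defence genes had 3 higher adjusted over the list alone (camera, adjusted p = 4.03e-09, and adjusted p = 0.0643 with an estimated correlation). Pla2g4c was at 2.99 ± 0.86 and Sprr2a3 at 2.17 ± 0.66, and the interferon-stimulated genes had 0 (camera, adjusted p = 3.1e-06, and adjusted p = 0.136 with an estimated correlation). Isg15 was at 1.24 ± 0.42. At day 11 the unfolded protein response genes had 3 higher adjusted over the list alone (camera, adjusted p = 4.08e-11, and adjusted p = 0.033 with an estimated correlation). The chaperone gene Creld2 was at 1.4 ± 0.45 and Hspa5 at 0.71 ± 0.28. The clock genes had 5 higher and 1 lower at day 11 (adjusted over the list alone, adjusted p = 0.0781 with an estimated correlation). Dbp was at 1.83 ± 0.48. The neck cell genes had 1 higher at that day (adjusted over the list alone, adjusted p = 0.0665 with an estimated correlation). Muc6 was at 1.44 ± 0.49. At day 16 the immediate early genes had 0 (camera, adjusted p = 1.76e-07, and adjusted p = 0.136 with an estimated correlation). Atf3 was at 0.91 ± 0.4. The 8 genes of the study's text had 3, 2 and 1 higher adjusted over the list alone at days 7, 11 and 16 (adjusted p = 0.038, 0.18 and 0.322 with an estimated correlation), which is not independent evidence. At day 7 the count was 30, 39 and 43 genes without bottle replicates 1, 3 and 4, and 77 without replicates 3 and 4, whose small noncoding RNA took 23.46% and 5.792% of the counts. In counts simulated at these sizes the test found 27.5% of genes changed 2-fold and 76.5% of those changed 4-fold at day 7.

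Gavage was then set against the free choice of bottles in WT mice, with 8 gavage and 12 bottle libraries, as the mean over days 7, 11 and 16. These arms also differ in the tube, in ovalbumin against sweetened egg white and in the amount taken. Without a gavage group free of ovalbumin, the comparison cannot single out whether the antigen could be avoided. Gavage had more of mast cell, immediate early and epithelial defence transcripts and less of chief cell transcripts. Antibody genes were also higher and parietal cell genes lower, although these lists did not pass with an estimated correlation (adjusted p = 0.092 and 0.191). Hbegf, an epidermal growth factor receptor ligand (ENSMUSG00000024486; chromosome 18, 36504927 to 36515805), was higher by a log2 fold change of 2.14 ± 0.14 (adjusted p = 4.5e-13), and Tpsb2 (ENSMUSG00000033825; chromosome 17, 25366305 to 25369098) by 3.86 ± 0.43 (adjusted p = 3.6e-08). Itln1 stood at 314 ± 266 CPM in gavage and 8.97 ± 8.56 CPM in bottle libraries (5.06 ± 0.59, adjusted p = 1.01e-07). Bhlha15 was lower (log2 fold change -1.65 ± 0.18, adjusted p = 1.5e-08). edgeR called 1935 genes higher and 2219 lower in gavage, 758 and 413 of them at least 2-fold. The balance turned with RLE size factors (2176 higher and 1739 lower) and in DESeq2 (2349 and 1987). Of 20 mast cell genes 18 were higher and 0 lower (18 and 1 adjusted over the list alone, camera, adjusted p = 6.46e-15, and adjusted p = 0.0177 with an estimated correlation), with log2 fold changes of 3.4 for Tpsab1, 3.21 for Cma1, 2.98 for Mcpt1, 2.89 for Mcpt2, 2.9 for Mcpt4, 2.91 for Fcer1a, 2.55 for Cpa3, 2.28 for Il1rl1 and 1.98 for Gata2. Cma2 (3.41), Mrgprb2 (2.34), Mcpt9 (1.86), Mrgprb1 (1.72), Ms4a2 (1.49), Tpsg1 (1.46), Hpgds (0.65) and Slc45a3 (0.41) were also higher, and Kit (-0.41 ± 0.18, adjusted p = 0.0972) and Rab27b (-0.34 ± 0.17) did not pass.

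Both tested genes of the basophil list, Il4 (4.67) and Cd200r3 (2.64), and 13 of 18 type 2 genes were higher in WT gavage than in WT bottle libraries (2 and 13 adjusted over the list alone, adjusted p = 0.00995 with an estimated correlation for each list). Areg was at 2.0 ± 0.17 (adjusted p = 1.99e-10), Socs3 at 2.16, Chil4 at 4.27 and Il13 at 4.27. Of 11 immunoglobulin constant genes 8 were higher (8 adjusted over the list alone, camera, adjusted p = 6.52e-07, and adjusted p = 0.092 with an estimated correlation). Igha was at 3.13, Igkc at 3.24, Ighe at 3.39 and Ighg1 at 3.32. Of 22 immediate early genes 19 were higher (19 adjusted over the list alone, adjusted p = 0.0013 with an estimated correlation). They included Btg2 (1.89), Zfp36 (1.96), Ier3 (1.76) and Fosl1 (2.88). Of 18 mucosal defence genes 13 were higher (14 adjusted over the list alone, adjusted p = 0.0158 with an estimated correlation). Pigr was at 2.03, Reg3g at 3.61 and Gsdmc2 at 1.69, and the mucosal pentraxin Mptx1 stood at 1.21 ± 1.84 against 0.134 ± 0.259 CPM. Of 16 remodelling genes 11 were higher (15 adjusted over the list alone, adjusted p = 0.0158 with an estimated correlation). Apold1 was at 2.92, Plaur at 1.68 and Adamts4 at 2.35. Among the highest genes the chemokine Ccl4 stood at 4.6 and Il6 at 3.96, and Il10 stood at 1.01 ± 1.21 against 0.0199 ± 0.0493 CPM. Of 13 lipid mediator genes 5 were higher (5 adjusted over the list alone, adjusted p = 0.0368 with an estimated correlation). They included the leukotriene genes Alox5ap (1.75) and Alox5 (1.44), the leukotriene receptor Cysltr2 (1.25) and the prostaglandin synthase Ptgs2 (1.43). Of 9 glucocorticoid response genes 6 were higher and 1 lower (6 and 1 adjusted over the list alone, adjusted p = 0.0175 with an estimated correlation). Per1 was at 1.52, the metallothioneins Mt1 at 1.54 and Mt2 at 1.14, and Fkbp5 at 0.96.

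Of 166 genes of the hallmark inflammatory response 59 were higher and 12 lower in WT gavage (65 and 15 adjusted over the list alone, adjusted p = 0.0368 with an estimated correlation), with Adm (1.87) and Nfkbia (1.15) next to Hbegf and Btg2. The vasoconstrictor gene Edn2 (3.96 ± 0.38, adjusted p = 2.17e-09) and Speer4e (4.55) were also among the highest. Of 6 chief cell genes 5 were lower (5 adjusted over the list alone, adjusted p = 0.0454 with an estimated correlation). Gif was at -1.08, Pgc at -0.99 and Clps at -1.14 beside Bhlha15. Of 9 parietal cell genes 7 were lower (9 adjusted over the list alone, camera, adjusted p = 9.84e-05, and adjusted p = 0.191 with an estimated correlation). Kcnj15 was at -0.76, Kcnj16 at -0.75, the water channel Aqp4 at -1.25 and Atp4b at -0.55. All 4 neck cell genes were higher (4 adjusted over the list alone, adjusted p = 0.0368 with an estimated correlation). Aqp5 was at 1.75, Gkn3 at 2.04, Tff2 at 1.16 and Muc6 at 0.98. The lowest genes past the test were Prickle4 (-2.53), Adgrf2 (-2.51), Ncam2 (-2.31), Zfp551 (-2.22), P2ry4 (-2.15), Ugt1a6b (-2.14), the mitochondrial gene mt-Tm (-2.07), Pdpr (-2.03) and the transcription factor Mycn (-1.93). Itih3 (-2.19) was also among them, at 22.6 CPM in WT bottle day 7 replicate 2 and at 1.34 CPM or less in the other WT bottle libraries. Of 12 pancreatic acinar genes Cela1 alone was higher (2.01 ± 0.6; 1 adjusted over the list alone, camera, adjusted p = 0.0448, and adjusted p = 0.67 with an estimated correlation). All 8 genes of the study's text were higher (8 adjusted over the list alone), with Sprr2a3 at 2.46, Tph1 at 1.65 and Has1 at 2.06. Their choice used the day 7 gavage libraries among these. The count of 4154 genes was 2528, 1580 and 2530 without gavage day 7 replicate 2, gavage day 11 replicate 2 and gavage day 16 replicate 2.

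**Figure D2:**
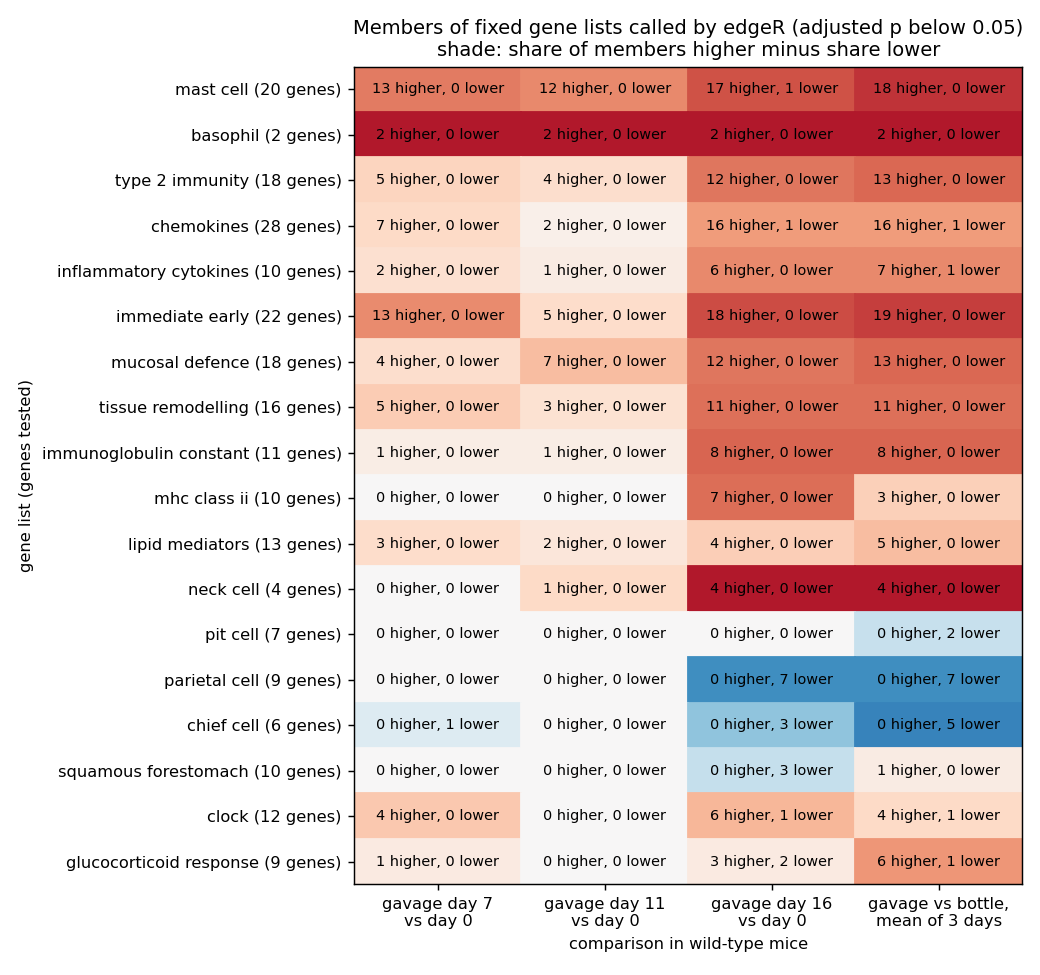
Numbers of genes called higher and lower in 18 gene lists (vertical axis) in the 4 gavage comparisons of WT mice (horizontal axis); the shade gives the share of each list's tested genes called higher minus the share called lower. In the mast cell list 13, 12 and 17 of 20 genes were higher at days 7, 11 and 16 of gavage against day 0, and 18 were higher in gavage against bottle.

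Gavage of Cre mice asked what the same challenge changes where mast cells are deficient. At day 7 no gene passed in edgeR, and the unfolded protein response genes, which answer misfolded proteins in the endoplasmic reticulum, had 8 of 10 members higher adjusted over the list alone (camera, adjusted p = 5.53e-08, and adjusted p = 0.147 with an estimated correlation). The chaperones and their helpers Creld2 (2.53 ± 0.57, adjusted p = 0.176), Sdf2l1 (1.76 ± 0.46), Hspa5 (1.28 ± 0.34) and Herpud1 (1.59 ± 0.45) led that list. The 0 genes of edgeR stood beside 3274 at an unadjusted p under 0.05 and 232 higher and 15 lower in DESeq2, which left 16166 of the 17470 genes without an adjusted p. At day 16 edgeR called 0 genes (1859 unadjusted, 0 in DESeq2), and 7 of 22 immediate early genes were higher adjusted over the list alone (camera, adjusted p = 4.97e-06, and adjusted p = 0.488 with an estimated correlation). Fosl1 was at 2.23 ± 0.69, Btg2 at 0.96 ± 0.31, Zfp36 at 1.12 ± 0.37 and Atf3 at 1.32 ± 0.49. Without day 0 replicate 1 and without gavage replicate 2 the day 7 counts were 2 and 8.

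At day 11 of gavage in Cre mice edgeR called 1362 genes higher and 1551 lower, 950 and 1005 of them at least 2-fold. The mast cell genes Tpsab1 (0.988 ± 0.315 to 12.7 ± 6.63 CPM; log2 fold change 3.72 ± 1.08, adjusted p = 0.0255) and Mcpt1 (3.04 ± 0.554 to 31.6 ± 13.9 CPM; 3.39 ± 1.17, adjusted p = 0.0431) rose and Rab27b fell (-1.01 ± 0.33), with 5 higher and 1 lower of 20 adjusted over the list alone (camera, adjusted p = 0.158). Of 22 immediate early genes 8 rose (9 adjusted over the list alone, camera, adjusted p = 0.0685), with Ier3 (1.42), Jund (2.08), Ier2 (1.72) and Myc (1.08). Of 10 unfolded protein response genes 4 rose, Ddit3 (2.0), Sdf2l1 (1.4), Atf4 (0.88) and Creld2 (1.54) (4 adjusted over the list alone, camera, adjusted p = 0.0628). The genes that rose had a median GC content of 56.6% and transcript length of 863 bases. Those that fell had 45.2% and 2192, and all genes 50.7% and 1325. WT gavage day 16 parted alike (52.9% and 954 against 48.9% and 1975). So did WT gavage against bottle (51.7% and 935 against 49.6% and 2023). With trends removed 2399 of 3005 and 3347 of 4154 calls there were kept. The count of 2913 was 4 after trends with GC content and length were removed, and 1 and 0 without day 0 replicates 1 and 2. It was 1579, 1312 and 1072 without gavage replicates 1, 2 and 3, and replicate 2 of day 0 held 48.9 CPM of the intestinal gene Alpi against a median of 2.21 CPM over all libraries.

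No mast cell gene of gavaged Cre mice passed at days 7 and 16. Against day 0 the log2 fold changes of Mcpt1 at days 7 and 16 were 2.52 ± 1.13 (adjusted p = 0.231) and 3.16 ± 1.16 (adjusted p = 0.465), at 17.2 ± 11.4 and 27.1 ± 6.12 CPM, and those of Tpsab1 were 3.34 ± 1.07 and 4.12 ± 1.09, at 9.78 ± 4.03 and 16.9 ± 8.43 CPM. Tpsb2 stood at 4.39 ± 2.53, 6.89 ± 3.86 and 7.22 ± 2.75 CPM at days 7, 11 and 16 against 0.878 ± 0.327 CPM, Cma1 at 3.38 ± 1.47, 3.69 ± 1.72 and 3.74 ± 1.44 against 0.34 ± 0.232 CPM, and Mcpt2 at 11.9 ± 6.79, 16.2 ± 7.87 and 18.6 ± 3.85 against 3.51 ± 1.46 CPM. Gata2 stood at 1.37 ± 0.95, 1.38 ± 0.253 and 1.39 ± 0.562 CPM against 0.765 ± 0.0829 CPM, Il1rl1 at 1.79 ± 1.13, 2.11 ± 1.24 and 3.32 ± 0.851 against 2.19 ± 1.18 CPM, and Kit at 22.6 ± 12, 23 ± 5.31 and 24.4 ± 6.04 against 35.9 ± 3.7 CPM. The list did not pass at day 7 (camera, adjusted p = 0.0809), and at day 16 it had 1 gene higher adjusted over the list alone (camera, adjusted p = 0.000102, and adjusted p = 0.709 with an estimated correlation).

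The study reports that Cre mice on the bottle do not avoid the antigen. In these mice edgeR called 0 genes at days 7, 11 and 16, with 650, 2704 and 774 genes at an unadjusted p under 0.05 and 0, 7 and 1 in DESeq2. At day 7 the unfolded protein response list had 4 of 10 genes higher adjusted over the list alone (camera, adjusted p = 3.3e-07, and adjusted p = 0.218 with an estimated correlation). Creld2 was at 1.68 ± 0.55 and Hspa5 at 1.0 ± 0.33. At day 11 the mast cell list had 9 of 20 genes higher adjusted over the list alone (camera, adjusted p = 0.000331, and adjusted p = 0.864 with an estimated correlation). Tpsab1 was at 4.76 ± 1.11, Tpsb2 at 4.39 ± 1.12, Mcpt1 at 4.45 ± 1.22 and Cma1 at 4.45 ± 1.3, in the group with the library of 15.2 CPM Cpa3. Without that library 0 of 20 were higher in the same way, with Tpsab1 at 2.18 ± 0.92, Tpsb2 at 1.61 ± 0.97, Mcpt1 at 2.84 ± 1.12 and Cma1 at 2.51 ± 1.31. At days 7 and 16 it had 0 (camera, adjusted p = 0.00115 and 2.89e-05), and passed at neither with an estimated correlation (adjusted p = 0.7 at day 16). Mcpt1 was at 2.81 ± 1.15 and 3.35 ± 1.17. Between gavage and bottle in Cre mice, as the mean over the days, edgeR called 0 genes (1410 unadjusted, 11 in DESeq2). There 5 of 12 clock genes were higher and 1 lower adjusted over the list alone (camera, adjusted p = 0.00222, and adjusted p = 0.54 with an estimated correlation). Dbp was at 1.33 ± 0.29 (adjusted p = 0.193), and 6 of 22 immediate early genes were higher (adjusted over the list alone, camera, adjusted p = 0.000145, and adjusted p = 0.54 with an estimated correlation). Atf3 was at 0.89 ± 0.24. Of 7 pit cell genes 2 were higher (adjusted over the list alone, camera, adjusted p = 0.000102, and adjusted p = 0.298 with an estimated correlation). The trefoil gene Tff1 was at 0.69 ± 0.26. The mast cell list did not pass (camera, adjusted p = 0.553), with Mcpt1 at -0.515 ± 0.506. Without the library labelled Cre bottle day 11 replicate 1 Mcpt1 was at 0.04 (adjusted p = 0.992), and the list did not pass either (camera, adjusted p = 0.418). That count was 1, 13 and 5 without bottle day 7 replicate 2, gavage day 11 replicate 1 and gavage day 16 replicate 1, and it was 2 with GC content and length trends removed. In simulated counts of this design the test found 69% of genes changed 2-fold and 93.5% of those changed 4-fold.

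**Figure D3:**
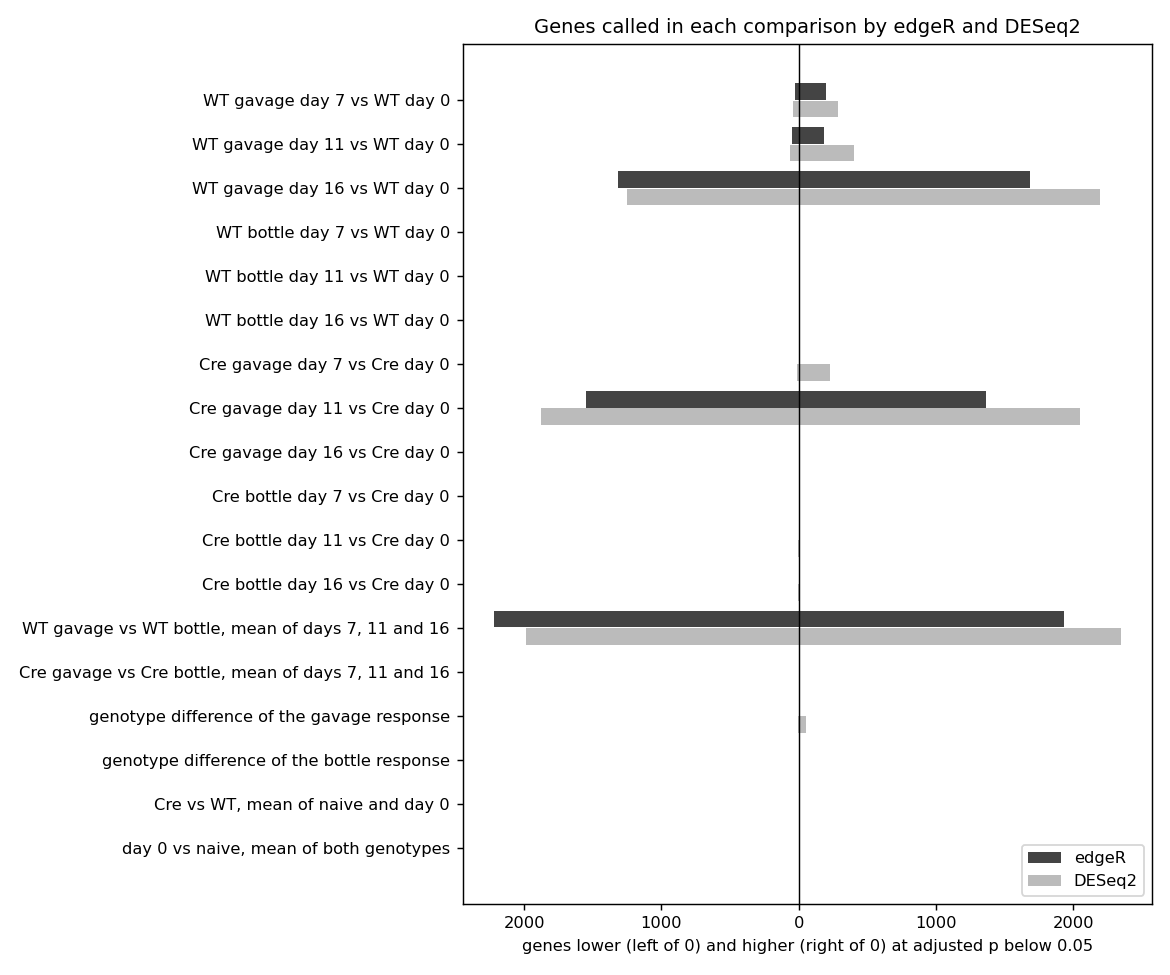
Numbers of genes called in each comparison by edgeR and by DESeq2 (bars from 0, horizontal axis in genes), for the comparisons of the challenged with the day 0 mice, of gavage with bottle, of the genotypes and of day 0 with naive mice. edgeR called 3005 genes at WT gavage day 16, 4154 in WT gavage against bottle, and 0 in each bottle comparison with day 0.

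Whether gavage changes the stomach differently in the genotypes was tested as the difference between the WT and the Cre change from day 0, as the mean over the days. The WT change less the Cre change was above 0 for 6 genes and below 0 for 0. This is not always a larger response in WT mice. In Cre mice Cftr, Prap1 and Muc13 fell from day 0, by log2 fold changes of -4.18, -5.49 and -3.29 as the mean of the days. Hbegf stood at 9.29 ± 0.363 CPM (n = 3) at day 0 and 51.5 ± 17.2 CPM (n = 8) after gavage in WT mice, and at 12.2 and 11.1 CPM at day 0 and 15.2 ± 4.21 CPM (n = 9) after gavage in Cre mice, a log2 difference of 1.95 ± 0.32 (adjusted p = 0.0016). Pigr was at 3.49 ± 0.56 (adjusted p = 0.00152). In Cre mice it stood at 69.2 and 122 CPM at day 0 and 49.7 ± 19.2 CPM after gavage. The chloride channel Cftr was at 7.47 ± 1.12 and Wfdc18 at 7.84 ± 1.27. The intestinal genes Prap1 (10.69 ± 1.68) and Muc13 (4.63 ± 0.89) were also called. These 5 were highest among the Cre libraries in day 0 replicate 2, for Cftr at 24.3 against 2.32 CPM in replicate 1. Replicate 2 also held 48.9 CPM of Alpi, and WT gavage day 11 replicate 1 42.8 CPM of Alpi and 91.8 CPM of Prap1. Without it Prap1 was at 9.39 and still called, and Muc13 was not called (adjusted p = 0.0537). With the naive Cre libraries in place of day 0, Hbegf (1.79 ± 0.3, adjusted p = 0.00616) and Pigr (2.72 ± 0.53, adjusted p = 0.0306) were called again by edgeR. The other 4 were not, among 11 genes called. WT mice kept day 0, so immunisation enters this difference. DESeq2 with the same baseline called 74 genes higher and 3 lower, also Cftr (adjusted p = 0.0235) and Wfdc18 (adjusted p = 0.0362), but neither Prap1 nor Muc13. The 11 genes of edgeR included Gata2 (3.64 ± 0.6, adjusted p = 0.00616), Areg (2.03 ± 0.37), Il1rl1 (3.75 ± 0.76) and Tph1 (4.04 ± 0.8), picked after their values were seen. In Cre mice Gata2 (1.96 to 1.38 CPM) and Tph1 (5.53 to 3.01 CPM) fell from naive to gavage.

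**Figure D4:**
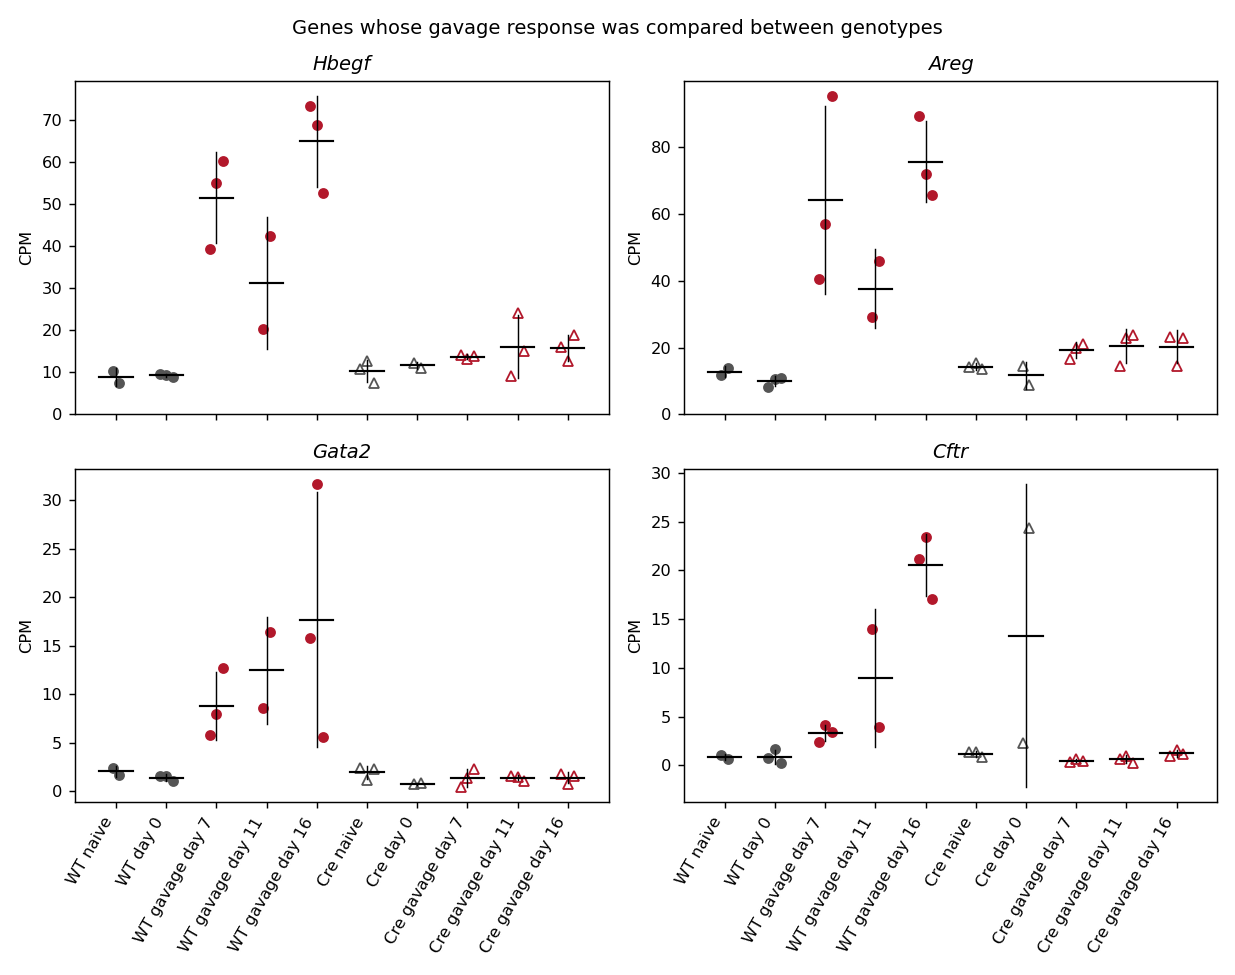
CPM of Hbegf, Areg, Gata2 and Cftr in the naive, day 0 and gavage groups, as mean with SD bars over the libraries, for WT and Cre mice. Hbegf was at 51.5, 31.3 and 64.9 CPM after 7, 11 and 16 days of gavage in WT mice and at 13.7, 16.1 and 15.9 CPM in Cre mice.

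As lists, several gene groups also differed between the WT and the Cre change under gavage. Of 20 mast cell genes 0 passed over all genes and 5 were higher adjusted over the list alone (camera, adjusted p = 5.57e-14, and adjusted p = 0.0242 with an estimated correlation), with log2 differences of 3.84 ± 0.81 for Il1rl1 (adjusted p = 0.0636), 3.89 ± 1.21 for Mcpt1, 3.44 ± 1.04 for Mcpt2 and 2.32 ± 0.71 for Gata2. Tpsb2 (2.38 ± 1.24), Tpsab1 (1.89 ± 1.18), Cpa3 (2.0 ± 1.41), Cma1 (1.22 ± 1.69) and Mcpt4 (-0.14 ± 1.06) did not pass in either way. At Cre day 0 Mcpt4 stood at 0.202 and 0.0588 CPM and Cma1 at 0.504 and 0.176 CPM, so their Cre folds rest on few counts. After gavage Mcpt4 stood at 12.3 to 124 CPM in WT and 0.366 to 2.99 CPM in Cre libraries. A difference near 0 therefore does not show equal responses. The immediate early genes had 11 higher adjusted over the list alone (adjusted p = 0.0151 with an estimated correlation). Nr4a3 was at 2.44 ± 0.57, Egr1 at 2.81 ± 0.68, Klf6 at 1.24 ± 0.3 and Fosb at 3.38 ± 0.83. The type 2 genes had 2 higher in that way (adjusted p = 0.0269 with an estimated correlation). Areg was at 1.72 ± 0.39 (adjusted p = 0.0799). The remodelling genes had 8 higher adjusted over the list alone (adjusted p = 0.0151 with an estimated correlation). Adamts1 was at 1.96 ± 0.53. The neck cell genes had all 4 higher in the same way (adjusted p = 0.0135 with an estimated correlation). Muc6 was at 2.45 ± 0.63, with naive Cre libraries as baseline at 1.38 and without Cre day 0 replicate 2 at 2.07. The mucosal defence genes had Pigr called and 8 higher adjusted over the list alone (adjusted p = 0.0177 with an estimated correlation). Itln1 was at 5.64 ± 1.39 and Reg3g at 4.96 ± 1.21. With naive Cre libraries as baseline they were at 5.72 and 3.8, and without Cre day 0 replicate 2 at 6.31 and 5.85. The chief cell genes had 5 lower adjusted over the list alone (adjusted p = 0.0351 with an estimated correlation). Bhlha15 was at -1.52 ± 0.38 (adjusted p = 0.103), and the 8 genes of the study's text had 5 higher (adjusted over the list alone, adjusted p = 0.02 with an estimated correlation). These lists were tested again in ways chosen after the data were seen, and with naive Cre libraries as baseline all passed with an estimated correlation. Without Cre day 0 replicate 2 the type 2 genes did not pass in that way (adjusted p = 0.0752). There 2 of 20 mast cell, 3 of 4 neck cell and 6 of 18 mucosal defence genes were higher and 1 of 6 chief cell genes lower, adjusted over the list alone. The count of 6 genes, beside 1396 at an unadjusted p under 0.05 and 51 higher and 8 lower in DESeq2, was 11 without Cre day 0 replicate 1 and 0 without replicate 2. In that last case Hbegf was at 2.05 ± 0.38 and Pigr at 3.05 ± 0.63. The count was 14, 13, 10 and 38 without WT gavage day 7 replicate 1, day 11 replicates 1 and 2 and day 16 replicate 3. It was 11 and 19 without Cre gavage day 7 replicate 2 and day 11 replicate 2, 32 with GC content and length trends removed, 14 with sex as a covariate and 10 with the run of library numbers added.

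The same difference for the bottle was 0 genes in edgeR, with 290 at an unadjusted p under 0.05 and 0 in DESeq2. The neck cell list had 1 gene higher adjusted over the list alone (camera, adjusted p = 0.0145, and adjusted p = 0.435 with an estimated correlation). Muc6 was at 1.67 ± 0.61, and the mast cell list did not pass (camera, adjusted p = 0.901), with Mcpt4 at -3.29 ± 1.58 and Il1rl1 at 1.45 ± 0.79. Without the library labelled Cre bottle day 11 replicate 1 they were at -2.68 and 1.75, and the list did not pass either (camera, adjusted p = 0.53). With Mcpt4 at 0.202 and 0.0588 CPM at Cre day 0, its Cre fold rests on few counts here as well. In simulated counts of this design 1% of genes changed 2-fold and 64% of those changed 4-fold were found.

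Unchallenged mice of the genotypes were compared to see what the insertion changes by itself, as the mean of naive and day 0. The mast cell proteases stood lower in Cre mice, with log2 fold changes of -3.42 ± 0.89 for Mcpt4, -2.79 ± 0.73 for Cpa3, -2.33 ± 0.72 for Tpsb2 and -2.22 ± 0.69 for Tpsab1, although none passed over all genes (adjusted p = 1 each). Of 20 mast cell genes 6 were lower adjusted over the list alone (camera, adjusted p = 2.35e-14, and adjusted p = 0.0761 with an estimated correlation). Without the library labelled WT naive replicate 2, whose Xist and Ddx3y were those of a male, 7 were lower in that way, with Mcpt4 at -3.76 ± 0.89 and Cpa3 at -3.12 ± 0.74. Kit (-0.08 ± 0.25), Rab27b (0.15 ± 0.23) and Slc45a3 (-0.11 ± 0.18), which other cells of the stomach also express, stood near 0. Of 11 neutrophil genes 3 were higher in Cre mice adjusted over the list alone (camera, adjusted p = 5.63e-05, and adjusted p = 0.428 with an estimated correlation). Ngp was at 3.94 ± 1.29 and S100a8 at 3.51 ± 1.18. As the mean of the days against day 0, 5 of 11 neutrophil genes were lower in Cre mice, adjusted over the list alone, in gavage and in bottle. In WT mice 0 were lower in either. High levels in the Cre day 0 libraries can thus not be told apart from a genotype effect. The neck cell list had 0 (camera, adjusted p = 0.000166, and adjusted p = 0.0761 with an estimated correlation). Aqp5 was at 1.3 ± 0.53. edgeR called 0 genes, with 164 at an unadjusted p under 0.05 and 0 in DESeq2, while 40.5% of genes changed 2-fold and 84.5% of those changed 4-fold were found in simulated counts. Mcpt4, Cpa3, Tpsb2 and Tpsab1 stood more than 4-fold lower and were not called, so these shares can overstate what a count of 0 shows.

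Immunisation without oral antigen, day 0 against naive as the mean of both genotypes, also gave 0 genes in edgeR, with 373 at an unadjusted p under 0.05 and 0 in DESeq2. The calprotectin genes S100a8 (3.59 ± 1.18) and S100a9 (1.94 ± 0.67) were the 2 of 11 neutrophil genes higher at day 0 adjusted over the list alone (camera, adjusted p = 0.000493, and adjusted p = 0.913 with an estimated correlation). The Cre day 0 libraries enter this result and the neutrophil result between the genotypes, so that the 2 are not separate. The pit cell list had 0 genes (camera, adjusted p = 0.000493, and adjusted p = 0.606 with an estimated correlation). Mucl3 was at -0.33 ± 0.18, and the mast cell list did not pass (camera, adjusted p = 0.682), with Mcpt1 at -1.27 ± 0.74 and Gata2 at -0.95 ± 0.42. In simulated counts 46% of genes changed 2-fold and 91% of those changed 4-fold were found.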

Values the study reported

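The study's text gives about 45% for the variance that its principal component plots of stomach and small intestine cover, on the 500 most variable genes, with 1 value for all plots.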

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

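The tests of carry-over, of an animal with mast cells and of intestinal tissue were chosen only after the results they concern were seen, as were the removal of GC content and length trends and the folds compared beside the counts.

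A library far from the others of its group was looked for in groups of at least 4, for the genes named by list and for library measures. Of 93 tests 10 found such a library, and about 1 in 20 groups does so by chance. In WT bottle day 7 replicate 3 Mcpt2 was at 260 CPM (others 25.9 to 64), Cma1 at 38.5 (others 4.97 to 8.57) and Il1rl1 at 14.3 (others 2.88 to 3.48). In WT bottle day 11 replicate 3 Cma1 was at 16.9 CPM (others 5.34 to 7.01), Tpsb2 at 20.8 (others 10.8 to 11) and Gata2 at 4.6 (others 2.55 to 2.77), and in replicate 4 of that group Mcpt9 was at 0 (others 0.223 to 0.238). In WT bottle day 16 replicate 1 Il1rl1 was at 8.3 CPM (others 2.32 to 3.07) and immunoglobulin genes took 0.0518% of the counts (others 0.00891 to 0.0105%), and in replicate 4 Has1 was at 1.92 CPM (others 0.239 to 0.497).

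The gavage response differed between the genotypes, by an interaction test, for Prap1 (log2 difference 10.69), Wfdc18 (7.84), Cftr (7.47), Muc13 (4.63), Pigr (3.49) and Hbegf (1.95). Of these, 5 were highest among the Cre libraries in Cre day 0 replicate 2 (48.9 CPM of the intestinal gene Alpi). Intestinal tissue in it is a candidate explanation. With the naive Cre libraries as baseline the median log2 difference of those 5 was 3.98 (SE 1.1) against 7.47 (SE 1.12), and edgeR called 1 of the 5, Pigr (2.72 ± 0.53 against 3.49 ± 0.56). DESeq2 with that baseline called Pigr, Cftr and Wfdc18 (adjusted p = 0.000276, 0.0235 and 0.0362). This leaves intestinal tissue and a genotype difference open for the 5. For Hbegf the difference was 1.79 (SE 0.3) against 1.95 (SE 0.32). As Hbegf stood at 11.1 CPM in Cre day 0 replicate 2 and 12.2 CPM in replicate 1, exchanging the baseline adds little. These levels argue against that explanation for Hbegf. Without that library Hbegf was at 2.05 ± 0.38 and no longer called (adjusted p = 0.0866), as the SE was larger and the fold was not smaller. Of 100 splits of the libraries 1, the real one, gave as many as 6 genes (highest of the others 0). Exchanging WT and Cre libraries can widen the spread within groups, and 5 of the 6 genes were highest among the Cre libraries in Cre day 0 replicate 2. The splits therefore do not exclude chance for the count. A genotype difference in the response of Hbegf is left as a hypothesis, found and tested on the same data.

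Days 7 and 16 of Cre gavage gave 0 genes in edgeR, and 247 and 0 in DESeq2. Cre gavage day 11 differed from Cre day 0 in 2913. With the trends of each library with GC content and transcript length removed the count was 4, and against the naive Cre libraries it was 1 (4076 at an unadjusted p under 0.05). The median log2 fold change of the genes called higher went from 1.21 (median SE 0.37) to 0.74 (0.28) with the trends removed, and of those called lower from -1.13 (0.34) to -0.6 (0.27), so the calls ended because the folds became smaller. Against the naive libraries those medians were 0.78 (0.32) and -0.8 (0.31). More than 50% of the fold was left in each test. A GC or length trend, an unusual pair of day 0 libraries and a response of Cre mice at day 11 all stay open.

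Challenged libraries labelled Cre held more mast cell transcripts than unchallenged ones. The mean log2 CPM of the list was 1.29 ± 0.55 (SD, n = 18) against 0.43 ± 0.49 (n = 5), a difference of 0.86 (exact permutation p = 0.00443), and 0.77 without the library labelled Cre bottle day 11 replicate 1 (exact permutation p = 0.00178), which argues against that library as the whole source. Carry-over of reads from the pooled libraries would need about 154 counts of Ddx3y in the 8 female challenged libraries, and 13 were seen (95% upper bound 22.2, which covers counting error only), though carry-over from a single female library stays open. For the library labelled Cre bottle day 11 replicate 1, the Cpa3 level would need a mixture of 14.3% of WT gavage day 16 material, and other genes stood at a median of 1.01 of the level that such a mixture would bring (quartiles 0.57 to 1.64, 115 genes). The other 2 libraries of that group reached 0.35 and 0.45 of it, and with their mean subtracted the median was 0.49, so that such material is left open. An animal with mast cells cannot be told apart from it, as the library's median log2 CPM of the list, 2.96, lay above both the WT bottle day 11 libraries (1.78 to 2.75) and the other Cre libraries (-0.9 to 1.61). A residual mast cell population that grows in challenged Cre mice stays open in these transcripts, while the study reports hardly any mast cells in the stomachs of such mice.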

How the results depend on the processing

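The alternatives chosen after the data were seen are named above. No paired analysis was possible because the labels give no replicate numbers that match animals across groups.

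Of 708 log2 fold changes of named genes none that was called under either setting reversed. With RLE size factors 703 kept direction and side of the threshold, without the count filter 695, with sex as a covariate 689, with sex and run 666, and with GC content and length trends removed 657. With only the groups compared 544 of 592 did, and in DESeq2 627 of 672. Without the libraries at odds with their labels 120 of 132 did, without those over 5% small noncoding RNA 252 of 275, and with naive Cre libraries as baseline 38 of 50. In these 3 alternatives 12, 11 and 2 values that were not called went to 0 or past it. Leaving out each library in turn left 6694 values as they were, ended a call 364 times, added a call 29 times and took a value that was not called to 0 or past it 173 times. Of the gene list tests 206 passed as reported and 54 with an estimated correlation. For the genotype difference under gavage 11 lists passed with an estimated correlation, 8 without Cre day 0 replicate 2, 9 without WT gavage day 11 replicate 1 and 11 with naive Cre libraries as baseline. The median of all genes moved by no more than 0.071 (log2) with RLE size factors.

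Counts that changed by more than 1.5 times follow, and the cause was not tested. DESeq2 gave 467 genes for WT gavage day 11, 4 for WT bottle day 7, 247 for Cre gavage day 7, 7 and 1 for Cre bottle days 11 and 16, 11 for gavage against bottle in Cre mice and 59 for the genotype difference under gavage. With GC content and length trends removed Cre gavage day 11 gave 4, gavage against bottle in Cre mice 2 and the genotype difference 32. With only the groups compared, which leaves fewer libraries, WT gavage days 7 and 11 gave 143 and 734 and WT gavage against bottle 2057. With sex and run WT gavage day 11 gave 391 and the genotype difference 10, and with sex alone gavage against bottle in Cre mice gave 3 and the genotype difference 14. Without the libraries over 5% small noncoding RNA WT bottle day 7 gave 77, Cre gavage day 11 1297 and WT gavage against bottle 2244. With naive Cre libraries as baseline the genotype difference gave 11.

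Leaving out each library in turn gave 107 to 255 genes for WT gavage day 7, 35 to 406 for day 11 and 1047 to 4220 for day 16. It gave 0 to 43 for WT bottle day 7, 0 to 8 for Cre gavage day 7, 0 to 1579 for Cre gavage day 11, 1580 to 5243 for WT gavage against bottle, 0 to 13 for the same in Cre mice and 0 to 38 for the genotype difference. The other comparisons gave 0 throughout. The highest counts for WT gavage days 7 and 16 and for WT gavage against bottle came without gavage day 7 replicate 1, gavage day 16 replicate 3 and bottle day 11 replicate 3. For counts that moved by more than 1.5 times the library is named. A group left with 1 library is assumed to vary like the other groups.

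Splits of the same libraries were counted as well. WT gavage days 7 and 16 have 10 splits each, too few for a share under 0.05, with the real split (1 of the 10) at 223 and 3005 genes and the highest other at 0 and 3. For WT gavage against bottle 2 of 100 splits, the real one among them, gave 4154 genes or more. That share, under 0.05, makes chance unlikely for the count without excluding it. The other of them, at 5966, exchanged 4 libraries of day 7 and kept the real groups of days 11 and 16, and why it gave more genes was not tested. For the comparisons with 0 genes every split must give as many, so that the splits decide nothing there. These were 35 of 35 for each WT bottle day (highest other 67, 1 and 0) and 100 of 100 for gavage against bottle in Cre mice (highest other 14). They were also 100 of 100 for the bottle difference, for Cre against WT and for day 0 against naive (highest other 0). A single count stood for up to 0.35 CPM, which limits what can be read below that level in the smallest library.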

Other observations

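The day means were added after the data were seen. On the 500 most variable genes the first principal component held 28.6% of the variance, of which groups accounted for 62.5%, and the second held 19%, of which the 5 runs of library numbers accounted for 57%. Together they held 47.5%. Genes of the pancreas, among them Ctrb1, Pnlip and Cpa1, had large loadings.

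Small noncoding RNA took 23.46% of the counts in WT bottle day 7 replicate 3, 21.15% in Cre bottle day 11 replicate 2, 8.281% in Cre gavage day 11 replicate 3 and 5.792% in WT bottle day 7 replicate 4. The mean log2 CPM of the 9 small intestinal enterocyte genes had a median of 3.59 and was highest in WT gavage day 11 replicate 1 (5.54), Cre bottle day 11 replicate 3 (4.82), Cre day 0 replicate 2 (4.81) and WT bottle day 11 replicate 2 (4.47). Cftr stood at 21.2, 23.4 and 17.1 CPM in the WT gavage day 16 libraries, where that mean was 3.32 to 3.57.

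As the mean of the 3 days against day 0, gavage in WT mice gave 935 genes higher and 952 lower in edgeR (1444 and 876 in DESeq2), with Hbegf at a log2 fold change of 2.34 ± 0.24 (edgeR adjusted p = 1.6e-07). The bottle in WT mice gave 0 (241 at an unadjusted p under 0.05) and 1 in DESeq2, Mcpt1 (adjusted p = 0.000175), while 7 of 20 mast cell genes were higher adjusted over the list alone (camera, adjusted p = 3.78e-16, and adjusted p = 0.0409 with an estimated correlation). Gavage in Cre mice gave 1 higher and 27 lower in edgeR, with 4996 at an unadjusted p under 0.05, and 1242 and 774 in DESeq2. Among those lower were the intestinal genes Cftr (-4.18 ± 0.67) and Alpi (-3.99 ± 0.74), which stood at 24.3 and 48.9 CPM in Cre day 0 replicate 2 against 2.32 and 3.03 CPM in replicate 1. The bottle in Cre mice gave 0 higher and 9 lower in edgeR (1750 at an unadjusted p under 0.05) and 0 in DESeq2.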
